A study of Drosophila melanogaster with 8 samples. Its data were reported in "Pumilio differentially binds to mRNA 3′ UTR isoforms to regulate localization of synaptic proteins" (2025).

How the data were processed

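RNA from synaptosome fractions and from the whole head homogenate they were prepared from (input) was profiled by 3′-end sequencing, in which a read marks the polyadenylated end of a transcript. There were 4 synaptosome libraries and 4 input libraries. Groups were taken from the sample titles. Libraries 1, 2 and 3 of each group matched a title, and the remaining count column of each group carried only the word old, so it was used as a library of that group without a replicate number. The labels do not say whether the libraries came from separate fly collections, so p-values measure the spread between these samples, which may be technical. Per the study's methods, synaptosome samples were divided between RNA and protein work, and the protein work used biological replicates. Which RNA libraries match these is not said. Per the study's methods, adult heads were homogenized, debris was spun out, and the synaptosome-holding layers of a Percoll gradient were pooled.

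Per the study's methods and the submitters' processing notes, the authors trimmed the reads with fastp, mapped them with STAR 2.6.1b to dm6, masked sites of internal priming, and joined neighbouring 3′ peaks into clusters, each an end of a gene. Clusters were kept where they met 3′ ends known from long reads or annotation. Reads without molecular identifiers were counted, so intervals and floors given here cover counting error only. Masking removes ends in A-rich sequence away from annotated ends, and the comparison removes ends known from neither source, so usage of such ends cannot be seen. The deposited counts were whole numbers per gene and per 3′ end that had not been normalized, for 10669 genes and 20177 ends. The count of each of the 10669 genes equalled the sum over its ends, and 5058 genes had 2 or more ends. The authors' deposited table of differential expression, made with DESeq2, gave a normalized mean signal, a log2 fold change with its standard error, and a p-value with its adjusted p-value per gene and per end. In it a positive log2 fold change meant a higher level in input, as checked against the deposited counts. A deposited list held 52971 known 3′ ends of 16280 genes with coordinates. The count tables number the ends of a gene without coordinates, so 3′ UTR lengths were not analysed here.

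Symbols, coordinates and gene types came from a reference annotation of release 6 of the genome, the assembly also called dm6, and coordinates are 1-based. Of the identifiers in the count table, 82 had no symbol. Of the known 3′ ends of genes in the annotation, which numbered 52527, 99.99% lay on the chromosome and strand of their gene and 71.2% inside the gene or within 50 bases of it. U1 and U2 small nuclear RNA genes have near-identical copies between which reads can be divided, so values of single copies are uncertain.

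Genes and ends were tested in R 4.3.3 with edgeR 4.0.16 on the deposited counts: low counts were removed with filterByExpr on the 2 groups, libraries were scaled by TMM, and the quasi-likelihood test with robust fitting compared the groups without covariates. This kept 8159 genes and 11062 ends of 8038 genes. Benjamini-Hochberg adjusted p-values under 0.05 counted as calls. Every adjusted p-value given for a gene or end is from this test unless another tool is named. Levels are CPM, a gene's count relative to the TMM-scaled library total, and log2 fold changes are synaptosome minus input. Errors of fold changes are approximate standard errors: the absolute log2 fold change divided by the square root of the test's F statistic. For genes with few synaptosome counts they depend, like the fold change, on the small prior count of edgeR's fit. The scaling set where 0 lies: the median log2 fold change of all tested genes was −0.35 with TMM, −0.26 with median-of-ratios size factors and −0.41 with library totals alone. For genes without a count in any synaptosome library, the fitted fold change depends on the small prior count that edgeR's fit adds. A lower bound is given in its place, from a floor of 3 counts per library, which averaged 1.45 CPM. A prior count of 2 was used only where log2 CPM was computed.

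Of 20 gene lists fixed before the data were examined and 3 lists taken from the study, 21 had at least 5 tested members and were tested. The lists of the study were mRNAs bound by Pumilio, mRNAs of proteins enriched in synaptosomes, and genes with a neuronal 3′ UTR; the first came from other libraries, the second from protein measurements on synaptosomes, and the third from earlier work. Mitochondrial genome transcripts (0 members in the table) and nuclear noncoding RNAs (1 tested) were not analysed here as lists. Of the 717 entries on the fixed lists, 697 were matched to an identifier by symbol or synonym and 648 were in the count table. Lists were tested with camera of limma 3.58.1 on log2 CPM, with a preset correlation between genes of 0.01, against all other tested genes. Camera was repeated with an estimated correlation, and fry was run for each list. The share of counts that each list took was compared between groups by a two-sided exact permutation test over the 70 assignments of the 8 libraries, whose smallest p is 0.0286. With 3 libraries against 3 the smallest p would be 0.1. Odds ratios were tested with Fisher's exact test, two-sided, over tested genes. Those said to be matched on expression came instead from a logistic regression with a Wald test. It held list membership and a spline of mean expression, and no genes were paired off.

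Usage of 3′ ends was tested with edgeR's diffSpliceDGE and a Simes p-value per gene for 2216 genes with 2 or more tested ends (5240 ends). The direction came from a distal index: the mean rank of a gene's tested ends weighted by counts, from 0 (all counts at the most proximal end) to 1 (all at the most distal). The plan was to use positions and to give no direction without them. Ends were instead ordered by their number within the gene, a choice made after the files were read. The order was checked on Pumilio targets whose direction the study gives: with at least 10 counts per end, 36 of 37 targets given as shorter in synaptosomes had a lower index and 9 of 9 given as longer had a higher one, on both strands. Those directions came from these libraries, so this check is not independent.

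Genes were named by a rule fixed before the data were examined. It takes up to 10 genes per direction with the largest fold change among called genes with a mean raw count of at least 50 whose libraries did not overlap between groups, up to 4 members with the smallest p of each list that passed or holds synaptic genes, every member of a list of 19 markers the study names, and up to 6 genes per direction with shifted usage. Further genes are said to have been chosen after their values were seen.

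Alternatives fixed in advance were other scalings, other filters on low counts, libraries thinned to the smallest total, the replicate number as a block, each library left out in turn, DESeq2 1.42.0, a fold of at least 2 as the null (glmTreat), the authors' deposited table, an estimated correlation, matching on expression, and, for usage, limma on the index and the study's rule on ranks. Leaving out both libraries named old, a batch term for them, leaving out the 2 shallowest synaptosome libraries, restricting the test to genes with a synaptosome count, and the tests of shares and of the index per library were added after the data were seen.

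The code was tested on simulated data with the real means, library sizes and dispersions and known changed genes, 100 of each of 2 fold sizes. At the real dispersion, 8 of 100 genes changed 4-fold and 41 of 100 changed 16-fold were recovered among 8159 genes, with 2 unchanged genes called. Recovery was 3% and 32% for the 11062 ends, and 0% and 1% for usage of the 2216 genes. With the dispersion divided by 20 it was 96% and 100% for genes, 88% and 99% for ends, and 62% and 96% for usage. In the simulation of lists, 50 genes raised 4-fold gave a camera p of 2.68e-24. The common dispersion of the gene counts was 0.945. Total counts ranged from 1029666 to 9397652 in synaptosome libraries and from 7940909 to 16865581 in input libraries. No library was a copy of another: within a group, the lowest chi-square per degree of freedom between libraries was 35.3. Figures were drawn with matplotlib 3.10.9. For 2 kinds of test in the closing section the way of reading the outcome was made stricter after a first result was seen, as stated there.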

Results

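RNA localized to synapses was profiled from adult Drosophila heads by sequencing the 3′ ends of polyadenylated transcripts in synaptosomes, a fraction of pinched-off nerve terminals with the adjoining postsynaptic membrane, and in the crude head homogenate (input). There were 4 libraries per group, numbered 1 to 3 and named old. Synaptosome libraries 1, 2, 3 and old held 4751447, 1029666, 1367641 and 9397652 counts. Input libraries 1, 2, 3 and old held 7940909, 9310319, 11644312 and 16865581 counts. Synaptosome libraries detected fewer genes than input libraries, 6286 ± 984 against 9242 ± 377 (mean ± SD, n = 4 in each group, as for all means given here), and the 10 most abundant genes took 15.2% ± 0.785 of counts against 11.7% ± 0.774. Across genes, log2 levels correlated at r = 0.597 to 0.622 between synaptosome libraries and at 0.827 to 0.913 between input libraries. Genes are not independent replicates, so these correlations describe the libraries and carry no test.

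**Figure D1:**
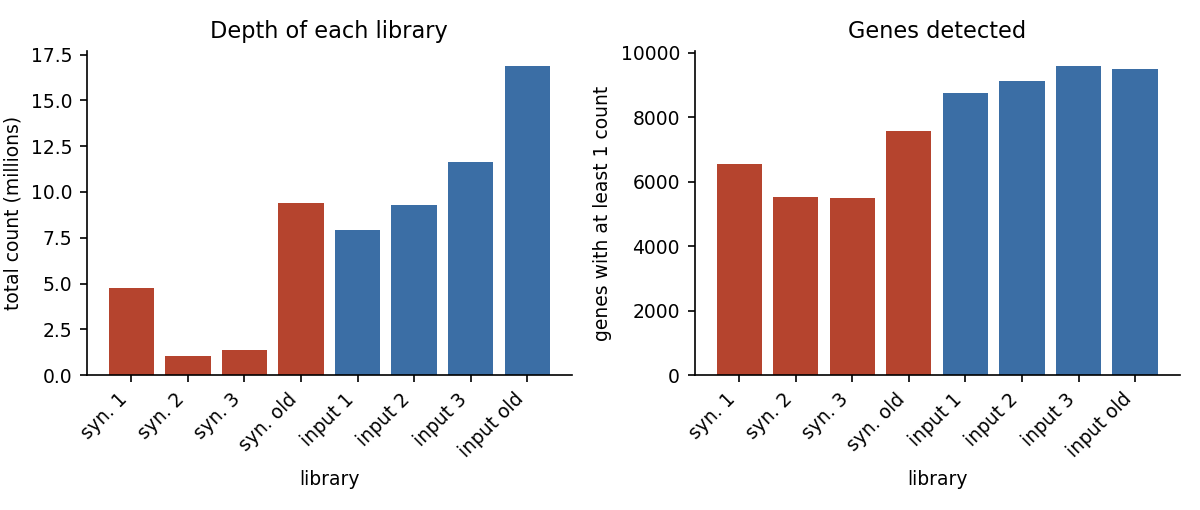
Total counts (left) and genes with at least 1 count (right) in each of the 8 libraries, synaptosome in red and input in blue. Each synaptosome library detected at most 7568 genes, fewer than the 8760 of the input library with the fewest.

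To ask which mRNAs are enriched in or kept out of synapses, gene counts were compared between synaptosomes and input. Among the mRNAs that were lower were some of the light-sensing machinery of the eye. ninaE (FBgn0002940, 3R 19886255 to 19888206), which encodes the major opsin of the outer photoreceptors, fell from 9773 ± 2640 to 525 ± 147 CPM, a log2 fold change of −4.22 ± 0.41 (adjusted p = 0.00174). trp (3R 29914521 to 29920289), which encodes the light-activated cation channel, changed by −2.96 ± 0.37 and the opsin gene Rh5 (2L 12008153 to 12009832) by −2.69 ± 0.35, both with an adjusted p of 0.0114. Among mRNAs that were higher, wat (3R 28992977 to 29020406), which encodes a fatty acyl-CoA reductase, rose from 138 ± 11.1 to 900 ± 310 CPM, a log2 fold change of 2.71 ± 0.38 (adjusted p = 0.0114). Tom7, a subunit of the mitochondrial import pore, rose by 2.62 ± 0.35 and Kdsr, an enzyme of sphingolipid synthesis, by 2.94 ± 0.41 (adjusted p = 0.0114 for both), and these 2 genes were chosen after their values were seen.

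In all, 77 of 8159 tested genes were higher in synaptosomes and 337 were lower. Of the 337 lower genes, 243 (72.1%) had no count in any synaptosome library, 66 had counts in all 4 and 28 in 1 to 3 of them. Of the 8159 tested genes, 244 had every synaptosome library above every input library and 1186 had every one below. Chance gives 1.43% of genes per direction. However, 259 tested genes had no synaptosome count. They passed the filter on low counts only because every input library held them, so their place below was set beforehand. The median log2 fold change of −0.35 also leans to lower. Nothing is concluded from these counts against chance. At an unadjusted p under 0.05 there were 1166 genes, and 366 of the 414 calls had an adjusted p over 0.04. With a mean count of at least 100 there were 64 higher and 60 lower genes, and with libraries thinned to the smallest total 62 and 65, so lower genes then outnumbered higher ones little or not at all. Without both libraries named old there were 139 higher and 495 lower genes, with 68 and 191 of the calls shared, and with a batch term for them 45 and 50. The counts hung on single libraries: without synaptosome 1, 2 or 3, the higher genes numbered 12, 0 and 2 and the lower ones 20, 2 and 2; without input 1, 2, 3 or old, they numbered 0, 5, 0 and 4, and 1, 7, 1 and 7. Without synaptosome old there were 182 higher and 984 lower genes, with 73 and 334 of the calls shared, and ninaE was the single gene called in all 8 of these fits. Of the 414 calls, 28 were kept in at least 2 of the 8 fits and 9 in at least 4, namely those of eEF2, Ggamma30A, Kdsr, ninaE, Rh5, RpS3, Tom7, trp and wat.

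The 10 genes with the largest increases among called genes with a mean count of at least 50 and no overlap between the groups' libraries were of several kinds. CG13071 (3L 16262740 to 16263247) rose from 89.2 ± 12.5 to 2315 ± 1687 CPM, a log2 fold change of 4.70 ± 0.74 (adjusted p = 0.0218), and tRNA:Gly-TCC-1-2 rose by 4.97 ± 0.98. Cpr62Bc and Acp65Aa, which encode cuticle proteins, rose by 3.57 ± 0.84 and 3.41 ± 0.59 (2.78 for Acp65Aa without synaptosome 1). TP53INP, a gene of the autophagy pathway, rose by 3.40 ± 0.58, and Lfg, of the Bax inhibitor family, by 3.30 ± 0.72 (2.59 without synaptosome 1). DIP-epsilon, a cell-surface immunoglobulin protein of neurons that pairs with Dpr proteins, rose by 3.25 ± 0.72, and pr, an enzyme of pteridine synthesis, by 3.08 ± 0.55. CG1246 and CG6739 rose by 3.28 ± 0.53 and 3.26 ± 0.65, and the adjusted p of these 10 genes lay between 0.0218 and 0.049. The library named old held the lowest synaptosome level for 8 of these 10 genes, for example 195 CPM of CG13071, 248 CPM of pr and 16.9 CPM of Cpr62Bc, and for 50 of all 77 higher genes. Higher genes with overlapping libraries, named after their values were seen, included CG34247, CG31862, CG5653 and CG30050, with log2 fold changes of 6.14, 4.30, 3.88 and 3.48 and adjusted p of 0.0474 to 0.049; CG34247 had 6.96 without input 2, and CG5653 2.89 without synaptosome 3 and 4.61 without input 1. By gene type, 71 of 8028 protein-coding genes and 5 of 7 small nuclear RNA genes were higher, the latter U1 and U2 copies with log2 fold changes of 1.83 to 2.97, which share reads between near-identical copies and are uncertain singly. Whether reads at these genes and at tRNA:Gly-TCC-1-2 mark polyadenylated ends was not tested.

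The 10 genes named by the same rule for decreases had no count in any synaptosome library. Their place in the order comes from fitted fold changes, which for such genes depend on the prior count of edgeR's fit. They need not be those that fell most. nur (2L 13736138 to 13737030) averaged 72.8 ± 93.2 CPM in input and was at least 50.2-fold lower, with input 2 at 212 CPM and the others at no more than 37.9, and at least 18.2-fold without input 2. RpS5b, a paralog of the ribosomal protein gene RpS5a, was at least 29.0-fold lower (17.45-fold without input old), CG5500 at least 25.8-fold, CG6729 at least 22.7-fold, and IntS4, a subunit of the Integrator complex that processes nascent RNA, at least 21.1-fold. Srrm1, a splicing coactivator, was at least 19.6-fold lower, CG7747 at least 18.6-fold, dao at least 17.7-fold, nAChRalpha2, a subunit of the nicotinic acetylcholine receptor, at least 17.6-fold, and Rich at least 17.3-fold. Their adjusted p lay between 0.0277 and 0.049. Genes without synaptosome counts were of low abundance, with a median of 6.52 CPM in input against 25.8 CPM over all tested genes.

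Some genes of light detection fell. Of 36 tested genes of photoreceptors and phototransduction, 10 fell and 0 rose, and adjusted over the list alone 14 fell and 2 rose. At an unadjusted p under 0.05 15 were lower and 2 higher, and DESeq2 called 11 lower and 2 higher. Beside ninaE, trp and Rh5, the called genes were the opsins Rh6 (−5.20 ± 0.85), Rh4 (−3.14 ± 0.52) and Rh3 (−2.46 ± 0.38), the G protein subunit Ggamma30A (−2.57 ± 0.35), the myosin ninaC (−2.62 ± 0.65), the channel trpl (−2.22 ± 0.36) and the G protein subunit Gbeta76C (−1.69 ± 0.42), all named after their values were seen. So were the arrestin genes, whose products shut off rhodopsin and which did not pass, with −0.63 ± 0.52 for Arr1 and 0.28 ± 0.52 for Arr2. Without synaptosome old, however, Arr1 passed as lower (−1.49, adjusted p = 0.0361), and the value of Arr2 turned to −0.51 and did not pass. Opsin mRNAs took 0.103% ± 0.0253 of counts in synaptosomes and 1.4% ± 0.416 in input, and the arrestins 4.37% ± 3.54 and 4.47% ± 0.762. Synaptosome old held 9.55% in arrestins and the other synaptosome libraries 2.01% to 3.68%, with a mean of 2.64% ± 0.912 (n = 3) without synaptosome old. The log2 ratio of opsin to arrestin counts was −5.13 ± 1.25 and −1.72 ± 0.47 (two-sided exact permutation p = 0.0286, the smallest possible). The list as a whole did not pass (camera adjusted p = 0.0853, lower, and 0.823 with an estimated correlation) but passed as lower with a mean count of at least 100, with thinned libraries and without input old. Its share of counts was lower in synaptosomes by −1.42 on the log2 scale without the libraries named old but higher by 0.46 between those 2 libraries.

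**Figure D2:**
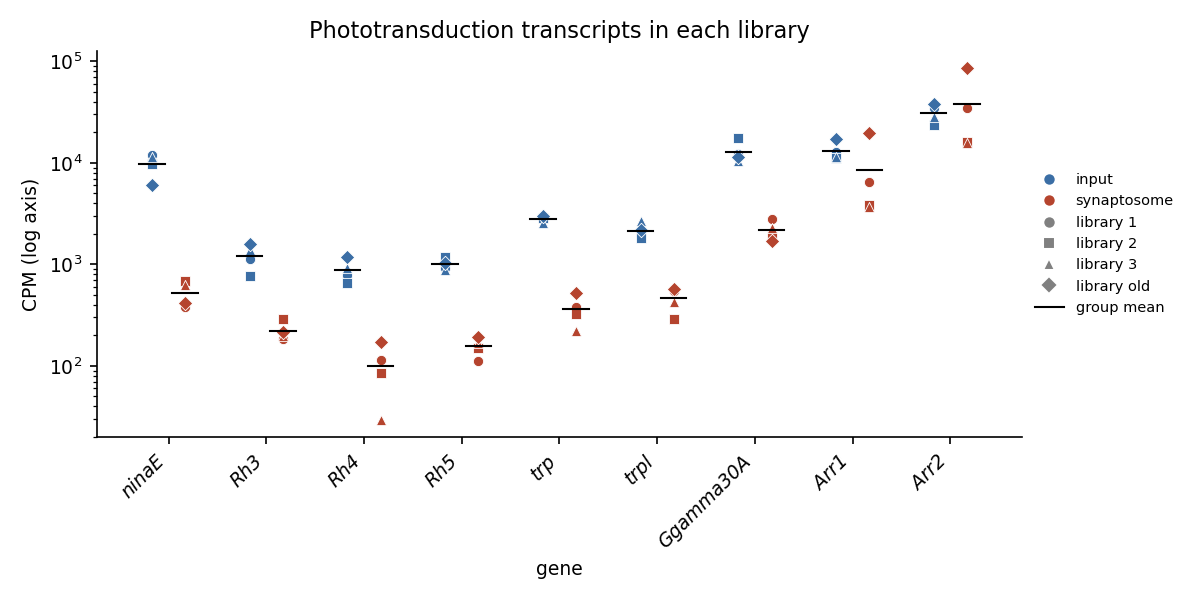
Levels of phototransduction genes in each library as CPM on a log axis, synaptosome in red and input in blue. Opsin and channel genes such as ninaE (525 against 9773 CPM on average) lie apart between the groups, and those of Arr1 and Arr2 overlap.

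Few genes of synaptic function passed, and most of those fell, as did 337 of the 414 genes called among all 8159 tested. Lower calls made up 6.45%, 9.09%, 4.55% and 7.69% of the presynaptic, receptor and adhesion, channel and neuropeptide lists. Genes without a synaptosome count entered the test only because every input library held them. Of 31 genes of the presynaptic machinery, 0 rose and 2 fell, also when adjusted over the list alone: cpx, which encodes the fusion clamp complexin, at −2.11 ± 0.51 and Sap47, a synapse-associated protein, at −2.10 ± 0.50 (adjusted p = 0.049 for both). comt, with averages of 13.2 CPM in synaptosomes and 108 CPM in input, and Syngr, with a log2 fold change of −2.32 ± 0.75, did not pass (adjusted p = 0.0932 and 0.118), but without synaptosome old both passed as lower (−3.96 and −2.84, adjusted p = 0.0361 and 0.0396). The median of this list was −1.34 (camera adjusted p = 0.0853, lower), and it passed as lower with a mean count of at least 100, with thinned libraries, without input old and without the 2 shallowest synaptosome libraries. Of 33 receptors and synaptic adhesion genes, 1 rose and 3 fell (1 and 4 over the list alone): nAChRbeta3, a nicotinic receptor subunit, rose by 2.56 ± 0.65 (adjusted p = 0.049) but was called in 0 of the 8 fits without a single library (3.17 without input old), while nAChRalpha2, the dopamine receptor gene Dop1R1 and DIP-gamma had no synaptosome count and were at least 17.6-, 8.62- and 3.96-fold lower (5.72-fold for Dop1R1 without input 1). Of 22 voltage-gated channel genes, 0 rose and 1 fell, both ways of adjusting: Hk, a potassium channel subunit, was at least 9.61-fold lower. KCNQ, Ca-alpha1T and stj did not pass (−2.56 ± 1.37, −2.14 ± 1.31 and −1.95 ± 1.47). Over fits without libraries or with other scalings they ranged from −3.28 to −2.17, −3.50 to −1.70 and −4.07 to −1.51. Of 26 neuropeptide genes, 0 rose and 2 fell, again both ways: Tk, which encodes tachykinin, was at least 7.91-fold lower and Nplp1 changed by −6.61 ± 1.62, and Crz and Pdf did not pass (−4.77 ± 1.50 and −2.04 ± 0.71). Each of Nplp1 and Crz had synaptosome counts in a single library, Nplp1 0.469 CPM in synaptosome old and Crz 6.06 CPM in synaptosome 1. Without that library neither had a synaptosome count, and Nplp1 kept its call (adjusted p = 0.0361) while Crz passed as lower (adjusted p = 0.0285). At an unadjusted p under 0.05, and with DESeq2, 0 genes of the presynaptic, channel and neuropeptide lists were higher. For these 4 lists camera gave adjusted p-values of 0.0853, 0.0853, 0.479 and 0.0853, and 0.823, 0.823, 0.93 and 0.53 with an estimated correlation.

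A list of 19 genes was drawn up before the data were examined from those the study names as protein markers or examples, some of them chosen on these libraries, so they are not independent evidence. Of those tested on this list, nAChRbeta3 alone passed. The study mentions further genes, of which Dop1R1, klg (52.1 CPM in input and 1.23 CPM in synaptosomes) and ksr (189 counts and 1 count, an input level 64.2 times that of synaptosomes with a 95% exact interval of 11.4 to 2547 for counting error) fell with an adjusted p of 0.049 each and were named after their values were seen. mRNAs of presynaptic proteins had log2 fold changes of −2.33 ± 0.87 (Csp), −0.32 ± 0.90 (Syn), 1.09 ± 1.01 (Syx1A), −1.72 ± 1.04 (Syt1) and −0.20 ± 0.77 (brp), and dlg1, a scaffold protein of synapses, had −0.74 ± 0.62. mRNAs of nuclear proteins had 1.40 ± 1.09 (elav) and −0.17 ± 0.55 (LamC). The remaining genes had −1.62 ± 0.47 (Arc1), 0.50 ± 1.12 (pum), −1.02 ± 0.48 (Ank2), −0.33 ± 0.43 (lola), −0.95 ± 1.63 (Oamb), −2.05 ± 1.54 (Sema2b) and 0.74 ± 1.74 (para). Bx had 1 count in synaptosomes and 287 in input and did not pass (adjusted p = 0.118). In Syn and Oamb a single library, synaptosome 1, lay above the rest, and without it they had −1.94 and −3.83. The signs of Syn, LamC, brp and para turned without single libraries, for example to 0.06 for Syn without synaptosome old, 0.08 for LamC and −0.12 for para without synaptosome 3, and 0.17 for brp without input 3. Over fits without libraries or with other scalings, Csp ranged from −3.32 to −1.94 and Syt1 from −2.44 to −1.32. There brp ranged from −1.08 to 0.17 and Sema2b from −2.96 to −1.33. NT1 was removed by the filter on low counts, and lncRNA:mimi, on the list but not matched by its symbol, had −1.78 ± 1.74.

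Ribosomal protein genes fell in part. Of 74 tested, 21 fell and 0 rose (31 and 2 over the list alone), from −1.34 for RpS13 to −3.12 for RpL34a, with RpS3 at −2.47 ± 0.36 and RpL13 at −2.69 ± 0.43; these examples and those in the rest of this account of lists were chosen after their values were seen. The list did not pass against other genes (camera adjusted p = 0.479). It took 16.1% ± 4.12 of counts in synaptosomes and 19.5% ± 2.13 in input (exact permutation p = 0.229, adjusted p = 0.343), with a log2 ratio of −0.04 without the libraries named old and −1.13 between those 2. Of 33 translation factors, 3 fell, eEF2 (−2.65), eIF3k (−2.24) and eIF3l (−1.69), and 0 rose (4 and 0 over the list alone). Of 69 nuclear-encoded genes of oxidative phosphorylation, ND-AGGG rose (1.65) and ND-B17, UQCR-C1 and SdhA fell (−2.18, −1.79 and −1.87, with −1.20 for UQCR-C1 without input old), and 4 fell and 1 rose over the list alone. Among 27 cytoskeleton and motor genes, alphaTub84B and betaTub56D fell (−2.65 and −1.64), among 40 splicing and RNA processing genes su(f) (1 synaptosome count and 906 input counts) and CstF64 (no synaptosome count), among 17 heat shock and chaperone genes Hsp83 (−1.63) and Hsp70Bc (no synaptosome count), and among 50 transcription and chromatin regulators Su(z)12 (no synaptosome count). None of these 4 lists held a gene that rose, and over the list alone 2, 4, 2 and 0 genes fell. At an unadjusted p under 0.05, and with DESeq2, 0 genes of these 4 lists were higher, while 3 ribosomal protein genes and 1 translation factor were higher at an unadjusted p and 2 and 0 with DESeq2. Camera gave adjusted p-values of 0.595 for translation factors, 0.226 for oxidative phosphorylation, 0.449 for the cytoskeleton, 0.0853 for splicing, 0.341 for heat shock and 0.449 for transcription.

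Of the lists of markers of other tissues of the head, 1 passed. This list, of the cuticle and epidermis, was also the 1 list to pass of all 21 (17 tested, median 0.51, camera adjusted p = 0.0233), and the call was lost with an estimated correlation (adjusted p = 0.432). In this list obst-A, a chitin-binding protein, rose by 3.02 ± 0.59 and Cpr72Ec, a cuticle protein, by 2.26 ± 0.50, 0 fell, and 4 rose over the list alone; Cpr62Bb and Cpr49Ah did not pass (1.99 ± 0.52 and 4.65 ± 1.52), the former with an adjusted p of 0.05 that was 0.0469 with median-of-ratios factors, and without synaptosome old both passed as higher (adjusted p = 0.0364 and 0.0399). Cpr49Ah ranged from 4.29 to 5.47 over fits without libraries or with other scalings. Cuticle mRNAs took 1.5% ± 0.767 of synaptosome and 0.341% ± 0.075 of input counts (exact permutation p = 0.0571, adjusted p over the 21 lists 0.24), with a log2 ratio of 2.34 without the libraries named old and 0.62 between those 2. The list did not pass without synaptosome 1, 2 or old or without input 3, and without input old camera passed 3 lists as higher and 6 as lower. Of 24 glial genes, the transporter gene Gat rose (1.78) and 0 fell, and 2 rose over the list alone. Of 30 fat body genes Tsf1 fell (−1.61), of 28 muscle genes Mlc2 and up fell (−2.45 and −3.72, with −4.50 for up without synaptosome 2), also over the list alone, and none of these 2 lists rose. In 27 hemocyte and immune genes and 17 olfactory support genes edgeR called 0 genes over all genes or over the list alone; at an unadjusted p under 0.05 3 and 1 were higher and 4 and 2 lower, and DESeq2 called 1 hemocyte gene higher. Of these tissues none but the cuticle passed (camera adjusted p of 0.0853 for glia, 0.834, 0.668, 0.449 and 0.977 for the others). No share of counts of a list passed after adjustment over the 21 lists (smallest adjusted exact permutation p = 0.2). The shares of translation factors, heat shock genes and cytoskeleton genes, all lower in synaptosomes, had the smallest p the test allows, 0.0286. A list could pass only if many lists reached that p together. This is therefore no evidence that the shares were alike.

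**Figure D3:**
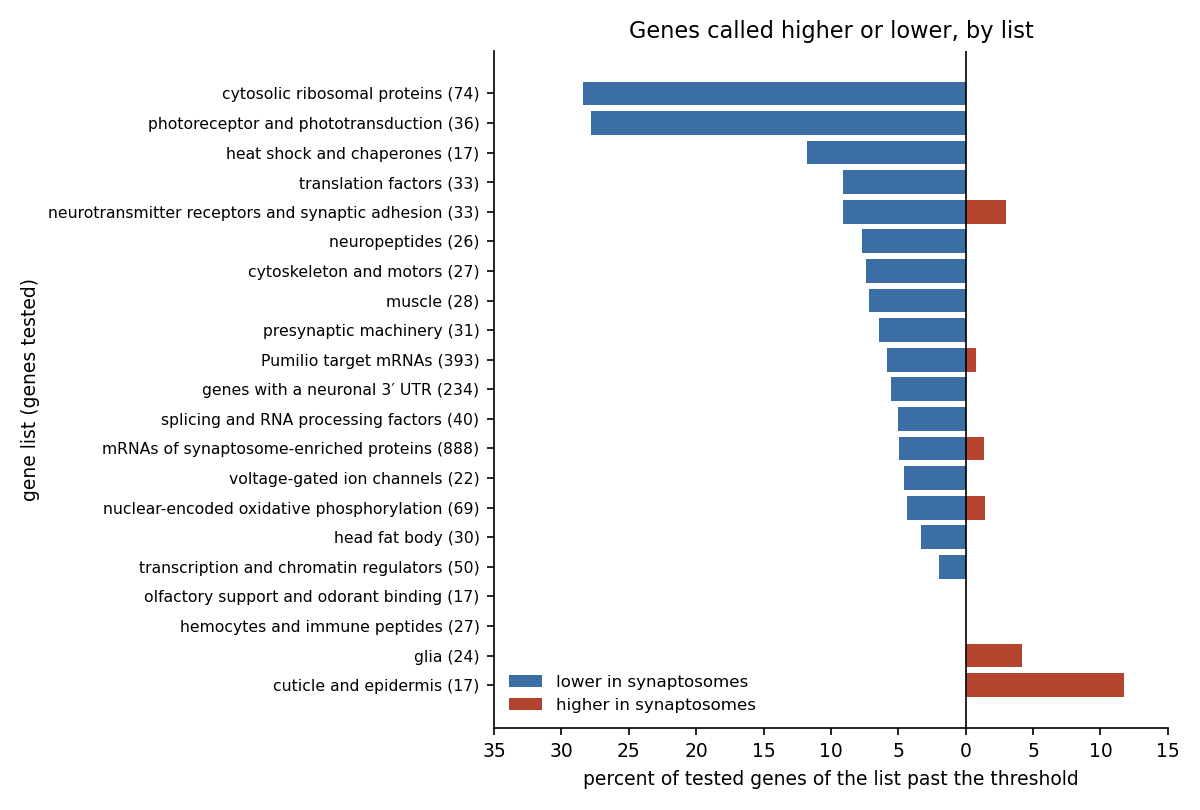
Percent of the tested genes of each list that were called lower (blue, to the left) or higher (red, to the right) in synaptosomes, with the number of tested genes in brackets. Lower calls reach 28.4% of ribosomal protein genes and 27.8% of photoreceptor genes, and higher calls 11.8% of cuticle genes.

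Camera and the fold changes differed in sign for several lists. Oxidative phosphorylation (median −0.48, mean −0.46), fat body (−0.24, −0.35), muscle (−0.26, −0.55), hemocyte (−0.02, −0.12) and olfactory support genes (−0.53, −0.47) had negative medians and means but ranked above other genes by camera. Glial genes had a median of 0.08 and a mean of −0.01, and camera placed them above other genes. The sign of the glial median was negative with library totals alone, and that of the hemocyte median positive with median-of-ratios factors. fry, which compares no list with other genes, gave a lower direction for each list but the cuticle, with adjusted p-values from 0.000509 for splicing factors to 0.371 for oxidative phosphorylation.

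The study follows mRNAs bound by Pumilio, an RNA-binding repressor, and compares them between synapses and whole heads. Of 393 tested Pumilio targets, 23 were lower and 3 higher in synaptosomes, and 24 and 4 adjusted over the list alone. The 3 higher ones were DIP-epsilon (3.25 ± 0.72), mew, which encodes an integrin subunit (1.85 ± 0.49), and CG1620 (1.45 ± 0.37), the last 2 named after their values were seen. Of the 23 lower ones 20 had no synaptosome count. Lower calls made up 5.85% of targets and 4.04% of other genes (odds ratio 1.48, 95% interval 0.91 to 2.29, Fisher's exact p = 0.0896), and higher calls 0.763% and 0.953% (odds ratio 0.80, 0.161 to 2.45, p = 1), so neither difference passed. With other genes matched on expression, the odds ratio for higher genes turned from 0.80 to 2.42 (95% interval 0.724 to 8.12), which did not pass. With DESeq2 calls and no matching it was 0.402 (Fisher's exact p = 0.0343). The odds ratio for lower genes was 0.927 without both libraries named old, 1.01 without synaptosome old, 1.05 without synaptosome 1, and 0 without synaptosome 2 or 3 or any single input library, where 1 to 7 genes were called.

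Of 888 mRNAs of synaptosome-enriched proteins, 12 were higher, among them wat, and 44 lower, among them ninaE, trp and Rh5 (17 and 50 over the list alone). Of 234 genes with a neuronal 3′ UTR, 0 were higher and 13 lower (0 and 15 over the list alone, 4 and 25 at an unadjusted p under 0.05, 0 and 18 with DESeq2), among them Cam, which encodes calmodulin (−3.77 ± 0.73, and −4.40 without synaptosome 2), 14-3-3zeta (−1.98 ± 0.45) and Mob2 (−1.98 ± 0.48), named after their values were seen. Camera passed none of the 3 lists (adjusted p = 0.449 for Pumilio targets, 0.837 for synaptosome-enriched proteins and 0.449 for neuronal 3′ UTR genes).

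At the level of single 3′ ends, that of ninaE changed by −4.37 (adjusted p = 0.00125), and lower ends outnumbered higher ones. Of 11062 tested ends, 81 ends of 77 genes were higher and 715 ends of 687 genes were lower, and 561 of the lower ends had no count in any synaptosome library. A single gene had an end of each kind. Without synaptosome 1, 2, 3 or old, 11, 0, 1 and 168 ends were higher and 28, 1, 9 and 1956 lower. Without input 1, 2, 3 or old, 0, 0, 0 and 1 were higher and 4, 7, 3 and 6 lower. In the authors' deposited table, 226 ends of 211 genes were higher and 1257 ends of 1182 genes lower in synaptosomes at an adjusted p under 0.05 and a mean over 5, and 863 of the lower ends had no synaptosome count. At the level of genes the authors' deposited table held 266 higher and 621 lower, which included 77 and 323 of the calls made here.

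To ask whether 3′ UTR isoforms of a gene are localized differently, the usage of ends within genes was compared. SLO2 (FBgn0261698, 2R 10322195 to 10416996), which encodes a potassium channel of the Slowpoke family, used its proximal end in input but not in synaptosomes. That end had 406, 559, 525 and 240 counts in the input libraries and 0 in each synaptosome library, where the distal end had 495, 124, 42 and 50 counts, against 653, 740, 1153 and 268 in input. With 0 of 711 synaptosome counts, a share of up to 0.422% at the proximal end would have gone unseen. Of the 711 counts 495 came from synaptosome 1, and without that library the limit was 1.39%; it was 7.14% in synaptosome 3 alone. SLO2 was the 1 gene of 2216 with an adjusted p under 0.05 (diffSpliceDGE, adjusted p = 0.0427), shifted to the distal end, and 0 genes were shifted to proximal ends. At an unadjusted p under 0.05 there were 149 genes with a lower and 123 with a higher distal index, and limma on the index called 54 and 30. No distal shift was called without any single one of synaptosome 1, 2 or 3 or input 1, 2, 3 or old, and 7 distal and 2 proximal shifts were called without synaptosome old. In the test on simulated data 1% of 16-fold usage changes were recovered at this dispersion, so changes of that size could be missed.

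Genes with a neuronal 3′ UTR, whose transcripts are extended in neurons, had a negative median difference of the distal index between synaptosomes and input. Across 153 such genes the median difference in index was −0.0742, against −0.0026 in other genes. With the library as the unit, only genes with a mean count of at least 50 were used, 151 of these genes, 121 Pumilio targets and 2178 genes in all. The mean deviation of the 151 genes less that of other genes was −0.0367 ± 0.0396 in synaptosomes and 0.0329 ± 0.0321 in input, a difference of −0.0696 that did not pass (two-sided exact permutation p = 0.0571, adjusted p = 0.171), and 3 of 4 synaptosome libraries lay below every input library. The smallest p that this permutation test allows is 0.0286. After adjustment over the measures tested per library, a single measure at that p could not have passed. The adjusted result is therefore no evidence against a shift. Input was taken from the homogenate that the synaptosomes were made from, but no source used here says that libraries of the same name share a preparation. Between libraries named 1, 2, 3 and old the differences were −0.0665, −0.0616, −0.0667 and −0.0834 (two-sided exact sign-flip permutation p = 0.125, the smallest that 4 pairs allow, adjusted p = 0.25, a test added after the data were seen). The difference was −0.065 without the libraries named old and −0.0834 between those 2. Pumilio targets (124 genes) had a median difference of −0.0137 against −0.0042 in other genes and, over 121 of them, a difference per library of −0.0389 (exact permutation p = 0.171, adjusted p = 0.257). Across all 2178 genes the index per library differed by −0.0127 (exact permutation p = 0.314). Because 0 genes were called as shifted to proximal ends, no odds ratio of Pumilio targets or neuronal 3′ UTR genes among them has a value. With the 54 proximal calls of limma the odds ratio was 4.10 for neuronal 3′ UTR genes (p = 0.000206) and 1.80 for Pumilio targets (p = 0.216), and with the study's rule on ranks 2.34 (p = 0.00146) and 2.47 (p = 0.00165), Fisher's exact tests all.

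**Figure D4:**
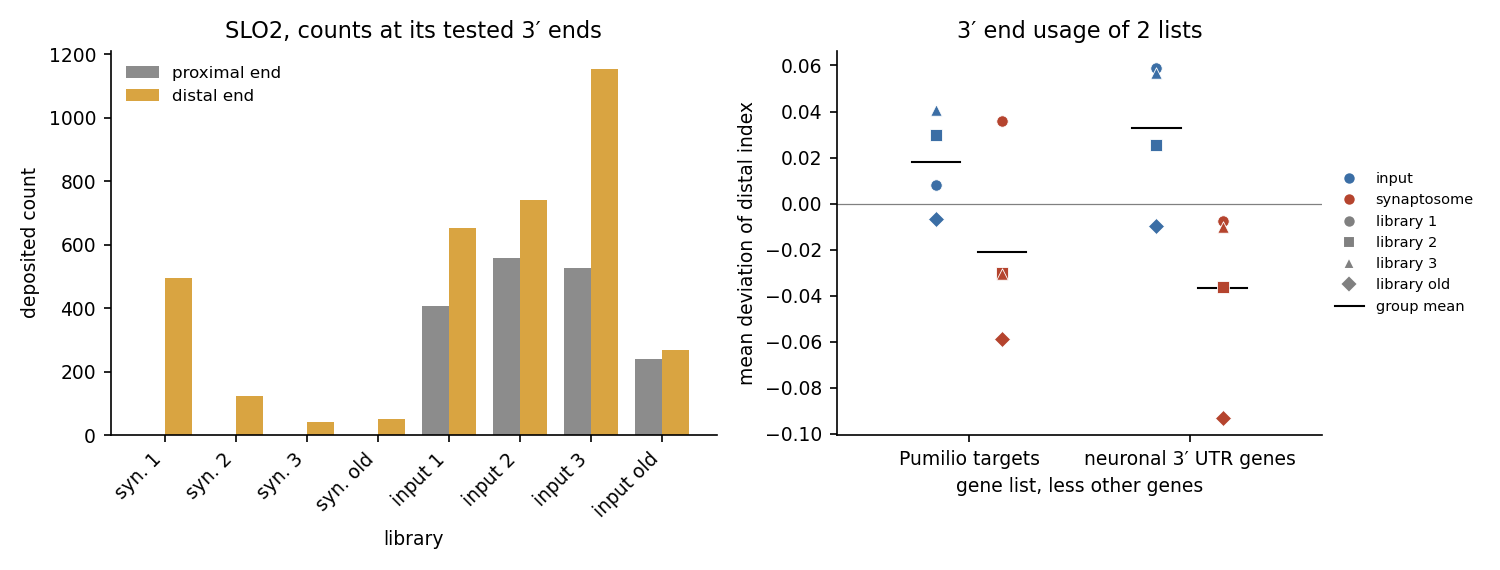
Left, deposited counts at the tested ends of SLO2 in each library, where the proximal end has 0 counts in all 4 synaptosome libraries. Right, mean deviation of the distal index in Pumilio targets and in neuronal 3′ UTR genes less that of other genes, with a point per library and a line at the group mean (−0.0367 and 0.0329 for neuronal 3′ UTR genes in synaptosomes and input).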

Values the study reported

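The study reported mRNAs of 211 genes enriched and of 1195 genes depleted in synaptosomes at an adjusted p-value under 0.05. It counted 7 Pumilio targets among the enriched transcripts, which it described as a depletion. In contrast, it reported Pumilio targets as enriched among the depleted transcripts by Fisher's exact test. From 3′ UTR lengths weighted by expression it reported 542 genes with localized 3′ UTR isoforms, of which 315 had shorter 3′ UTRs at the synapse. Among Pumilio targets, 43 genes had shorter and 10 had longer 3′ UTRs in synaptosomes, and the study reported targets as strongly enriched among the 315. Of the 542, 48 were genes with a neuronal 3′ UTR, which the study described as highly enriched there. Its list held 271 such genes, and those expressed in both fractions were considered.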

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

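The tests of the opsin to arrestin ratio and of the share of neuronal RNA were chosen only after the results they bear on were seen. For ends with few counts and for odds ratios among splits, the tests were chosen before, but the way of reading their outcome was changed after a first result was seen, as given with each.

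Opsin and channel mRNAs were low in synaptosomes while arrestin mRNAs did not pass, although Arr1 passed as lower without synaptosome old (−1.49, adjusted p = 0.0361). The log2 ratio of opsin to arrestin counts differed between synaptosomes and input by −3.42 (exact permutation p = 0.0286). The difference was −3.13 without the libraries named old and −4.26 between those 2. Fewer photoreceptor cells as the whole cause would lower both alike. However, the arrestins were set against the opsins after the results were seen, so a lower ratio was likely beforehand. No conclusion about fewer cells is drawn from it, and that cause stays open. For abundance in the input, 10000 random lists matched on input level had a median log2 fold change of −0.3175 (95% of lists from −0.69 to 0.0619). This lay above the −1.12 of the phototransduction genes. However, the random lists held unrelated genes, while the phototransduction genes had an estimated correlation of 0.133. The spread of the random lists may thus be too narrow, and abundance is not excluded. Another candidate explanation, also open and untested, is a different place of opsin and arrestin mRNAs within the cell.

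Of the tested genes, 259 had no count in any synaptosome library. A gene without synaptosome counts passed the filter on low counts only if every input library held it. Input libraries thinned to the synaptosome totals left 0 such genes in 20 draws, which that filter made likely beforehand, so this decides nothing. Without that filter, input thinned to the totals of synaptosome 2, 3, 1 and old detected 8510, 8843, 9516 and 9447 genes. The synaptosome libraries detected 5518, 5509, 6547 and 7568, so depth alone does not account for the fewer genes detected. Random capture of few molecules may account for many of the 259, and whether it does for all is not decided. With presence shuffled between genes of like input level within each library, 193.7 genes had no count on average (95% of shuffles from 172 to 216, highest 226). The 259 lay above the highest, the condition set in advance against random capture. But the shuffle takes genes of like input level to be captured equally well, which was not tested. The excess therefore does not exclude random capture. Exclusion of these mRNAs from synapses, which the design addresses, stays open and untested.

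Genes with a neuronal 3′ UTR had lower distal indices in synaptosomes, by a difference that did not pass per library. A single measure could not have passed that test after adjustment. Among the 24 of them with a mean count of at least 100 at every tested end the median difference was −0.0355, less than 0.5 times the −0.0742 of all 153, which met the condition set in advance for ends with few counts as the cause. Its bootstrap 95% interval of −0.101 to 0.032 holds both 0 and −0.0742, so after this was seen the outcome was read as open: few counts and a shift cannot be told apart with 24 genes. A lower share of neuronal RNA in synaptosomes also stays open, as genes on the 4 lists of neuronal function differed from all tested genes by −0.7336 on the log2 scale (exact permutation p = 0.0571). Localization of the isoforms themselves, which the design addresses, was not tested apart from these.

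The 8 libraries can be split into 4 and 4 in 35 ways. The real split alone reached its count of genes higher (77, highest other 0), genes lower (337, highest other 0), ends higher (81, highest other 1) and ends lower (715, highest other 1). That is 1 of 35 splits each, the smallest share that 35 splits allow. Every other split mixes the groups, which widens the spread within each side, and these counts overlap. A chance division of the libraries is therefore not excluded for them. Distal shifts numbered 1 in the real split and at most 0 in the others, also 1 of 35, but this is a difference of 1 gene whose call was lost without any single one of 7 of the 8 libraries, and nothing is concluded from it. For gene lists a chance division cannot be excluded either: 29 of 35 splits gave as many higher as the real 1 and 35 of 35 as many lower as the real 0. Other splits were counted in the direction with more lists, and up to 9 lists passed in one direction, in the split that put input old with synaptosome 1, 2 and old. Nor can it for proximal shifts, where 35 of 35 splits gave as many as the real 0 (highest other 0). For the odds ratios of Pumilio targets among lower and higher genes 1 of 35 splits, the real one, had a value, and for those among proximal shifts 35 of 35 had none. These were first read as deciding, and after it was seen that no other split called a gene, as deciding nothing.

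A single library stood far from the other 3 of its group in 15 of 160 group values, where chance alone gives about 1 in 20 groups, or 8. In 3 of the 15 (Nplp1, Crz and Bx) the others held 0, so that any count stands apart, and 12 of the remaining 157 values are left against 7.85 by chance. Of the 15, 5 were in synaptosome old and 5 in input old. Input old held 10.44% of counts in oxidative phosphorylation genes (others 5.07% to 5.31%), 0.1582% in splicing genes (0.292% to 0.31%), 1.826% in fat body genes (0.977% to 1.12%) and 0.1973% in heat shock genes (0.292% to 0.308%), and CG1246 at 31.74 CPM (16.2 to 17.3). Synaptosome old held 0.333% in glial genes (0.745% to 0.795%), 2.059% in fat body genes (0.402% to 0.503%) and 1.01% in olfactory support genes (0.497% to 0.546%), Cpr49Ah at 1.524 CPM (40.9 to 45.6) and Nplp1 at 0.4688 CPM (0 in the others). The 95% Wilson intervals of these 7 shares reached at most 0.0146 percentage points from the share. In input 2, nur was at 212 CPM (16.3 to 37.9). In synaptosome 1, Crz was at 6.064 CPM (0 in the others), Syn at 107.8 CPM (3.52 to 21.2) and Oamb at 25.19 CPM (0 to 3.51), and in synaptosome 3, Bx was at 0.7058 CPM, which is 1 count (0 in the others).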

How the results depend on the processing

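Leaving out both libraries named old, the batch term for them, leaving out the 2 shallowest synaptosome libraries and restricting the test to genes with a synaptosome count were tests chosen only after the data were seen. Depth and spread set the limits: the shallowest library held 1029666 counts, the common dispersion was 0.945, and 366 of 414 gene calls had an adjusted p over 0.04.

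In the order higher and lower, median-of-ratios factors gave 112 and 344 genes and 125 and 690 ends, and library totals alone 90 and 368 genes and 112 and 705 ends. Without a filter there were 50 and 50 genes, 51 and 110 ends and 0 higher lists. With a mean count of at least 100 there were 64 and 60 genes, 70 and 62 ends, 1 and 5 lists, 1 proximal and 2 distal shifts. Thinned libraries gave 62 and 65 genes, 55 and 72 ends, 1 and 3 lists, 1 proximal and 0 distal shifts. Lower genes then outnumbered higher ones little or not at all. DESeq2 gave 266 and 621 genes and 226 and 1274 ends. The authors' deposited table held 266 and 621 genes and 226 and 1257 ends. A fold of at least 2 as the null gave 0 and 1 genes and 0 and 2 ends. Camera with an estimated correlation passed 0 lists as higher. Without both libraries named old there were 139 and 495 genes, with 68 of the 77 and 191 of the 337 calls shared, 145 and 1575 ends, 2 higher lists, 1 proximal and 3 distal shifts. The batch term gave 45 and 50 genes and 94 and 759 ends. Without the 2 shallowest there were 0 and 1 genes, 0 and 0 ends, 2 and 3 lists, and 8 proximal and 11 distal shifts. With only genes that had a synaptosome count there were 51 and 35 genes. limma on the index gave 54 proximal and 30 distal shifts and the study's rule on ranks 152 and 119. The cause was not tested, except that fewer genes, counts or samples entered the filtered, thinned and reduced sets.

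Leaving out each library in turn gave 0 to 182 genes higher, 1 to 984 lower, 0 to 168 ends higher, 1 to 1956 lower, 0 to 3 lists higher, 0 to 6 lower, 0 to 2 proximal and 0 to 7 distal shifts. The highest counts of genes, ends and shifts came without synaptosome old and those of lists without input old. Presynaptic machinery passed as lower with a mean count of at least 100, thinned, without input old and without the 2 shallowest, phototransduction and neuropeptides in the first 3 of these, splicing factors in all but the thinned, receptors and adhesion in the last 2, ribosomal proteins with a mean count of at least 100, and neuronal 3′ UTR genes without input old. Of the 414 gene calls 0 changed sign.

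The odds ratio of Pumilio targets among lower genes, 1.48, stayed above 1 with median-of-ratios factors, thinning, DESeq2 and matching (1.05 to 1.54). It was 0 without a filter, 0.3958 with a mean count of at least 100, 0.6335 with the replicate block, 0 with a fold of at least 2, 0.9273 without both libraries named old, 0 with the batch term, 0 without the 2 shallowest, and 0 to 1.05 without single libraries. Among higher genes it was 0.4025 with DESeq2, 2.42 with matching and 0 to 0.553 without single libraries. Among proximal shifts it was 2.47 for Pumilio targets with the study's rule on ranks, 4.10 with limma and 2.34 with that rule for neuronal 3′ UTR genes, 5.39 for neuronal 3′ UTR genes without the 2 shallowest (Fisher's exact p = 0.0758), 0 for Pumilio targets there and with a mean count of at least 100, and 0 for both without synaptosome old, without both libraries named old and with thinning. In 25 cases no gene was called and in 1 the ratio was infinite, so these have no value. Usage by position in place of rank was not run.

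The replicate numbers 1 to 3 were not taken to pair the samples, as no source used here says that a number marks a preparation and deviations of same-numbered libraries from their group means correlated at 0.003, 0.039 and −0.018 across genes, and not every sample correlated best with its own number. The 2 libraries named old, which carry no number, correlated at 0.25, the highest of the 16 pairs. With the number as a block over the 6 numbered libraries there were 106 higher and 124 lower genes, 248 lower ends and 0 distal shifts. Oxidative phosphorylation then passed as higher in place of the cuticle list, at the preset correlation between genes. An estimated correlation was not run with the block. In the main fit it was 0.577 for this list, camera with it gave an adjusted p of 0.93, and the median log2 fold change was −0.48.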

Other observations

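All genes in this part were chosen after their values were seen, and no test was run on them as a group.

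Among higher genes were pr (3.08 ± 0.55), Pu (2.69 ± 0.55) and se (2.85 ± 0.64), which encode enzymes of pteridine synthesis, with edgeR adjusted p-values of 0.0277, 0.0474 and 0.049. se had 5337 ± 3712 CPM in synaptosomes and 739 ± 97.1 CPM in input, and its libraries overlapped between groups. Other genes of pteridine metabolism did not pass, with log2 fold changes of 1.11 ± 0.41 (Sptr), 0.40 ± 0.39 (cl), 0.59 ± 0.86 (ry) and −0.09 ± 0.50 (DhpD).

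Further higher genes included CLIP-190, which encodes a microtubule-binding protein (2.24 ± 0.35), Fatp1, a fatty acid transport protein (2.41 ± 0.41), VhaM9.7-b, a subunit of the vacuolar proton pump (2.01 ± 0.36), and the immune peptide gene BomS5 (2.16 ± 0.39), with edgeR adjusted p-values of 0.0202, 0.0245, 0.0277 and 0.0311.

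With the study's rule applied to rank lengths alone, as real lengths were not analysed here, 152 genes had a lower index in synaptosomes. The study's count of genes with shorter 3′ UTRs, quoted above, also drew on real lengths and on its own set of genes. Here 2216 genes entered, so the counts are not alike and no comparison is drawn.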
